# Systemic Suppression of the Shoot Metabolism upon Rice Root Nematode Infection

**DOI:** 10.1371/journal.pone.0106858

**Published:** 2014-09-12

**Authors:** Tina Kyndt, Simon Denil, Lander Bauters, Wim Van Criekinge, Tim De Meyer

## Abstract

*Hirschmanniella oryzae* is the most common plant-parasitic nematode in flooded rice cultivation systems. These migratory animals penetrate the plant roots and feed on the root cells, creating large cavities, extensive root necrosis and rotting. The objective of this study was to investigate the systemic response of the rice plant upon root infection by this nematode. RNA sequencing was applied on the above-ground parts of the rice plants at 3 and 7 days post inoculation. The data revealed significant modifications in the primary metabolism of the plant shoot, with a general suppression of for instance chlorophyll biosynthesis, the brassinosteroid pathway, and amino acid production. In the secondary metabolism, we detected a repression of the isoprenoid and shikimate pathways. These molecular changes can have dramatic consequences for the growth and yield of the rice plants, and could potentially change their susceptibility to above-ground pathogens and pests.

## Introduction

Rice (*Oryza sativa L*.) is one of the most important staple foods in the world, feeding more than 50% of the human population. One of the most damaging pathogens, with major impact on rice yield, is the migratory endoparasitic nematode *Hirschmanniella oryzae*. *Hirschmanniella oryzae* is present in the soil and irrigation water of the majority of rice-growing areas, mainly where rice is grown under submerged conditions [1], [2]. These nematodes penetrate plant roots and move through the cortex of the root, producing cavities and channels and eventually necrosis. Roots invaded by *H. oryzae* exhibit discoloration, deterioration and rotting [1], while heavily infested plants also show above-ground symptoms like stunting and up to 60% reduced tillering [1], [2].

In comparison with the existing knowledge on the infection process of dicots by sedentary endoparasitic nematodes [3], far less is known about the interaction between monocot plants and nematodes or plant interactions with migratory endoparasitic nematode species. Plants generally respond to nematode infection by differential expression of genes involved in stress and defense responses, cell wall alteration, metabolism and nutrient allocation, and signal transduction [3]. Our previous transcriptome analysis on the local response of rice roots upon infection with the *H. oryzae* revealed that at 3 days after inoculation the infected roots accumulated mRNA of many biotic stress-related genes, oxidative stress and cell death pathways [4]. Concurrently the normal primary metabolism of the rice roots appeared impaired. Particularly the jasmonate and ethylene pathways, which are known to be involved in wound responses [5], were strongly induced upon migratory endoparasitic nematode infection in rice roots, although some suppression of specific defense responses was observed at later time points [4]. Next to the accumulating evidence on gene expression and metabolite changes in locally infected tissues, research has also provided evidence on the nematode-induced systemic changes in pathogenesis-related protein levels [6], [7], [8], primary metabolites [9], and hormone-related defense pathways [10]. Below-ground feeding organisms such as insects, nematodes, root pathogens, and ectomycorrhizal fungi are known to influence the concentration of above-ground plant defense compounds including terpenoids, glucosinolates, and phenolics [11], [12], [13], [14], leading to an impact on the susceptibility of the above-ground tissues to subsequent pathogen attack (reviewed in [15]). However, the molecular mechanisms and associated genes driving such a systemic response remain barely investigated.

Therefore, to gain deeper insight into the systemic transcriptional changes in rice after *H. oryzae* infection we have performed mRNA-Seq on the shoots of rice root nematode infected plants. The observations were independently validated using qRT-PCR and biochemical analyses. This research reveals significant modifications in the metabolism of the plant, with a general suppression of chlorophyll biosynthesis and primary metabolic processes involved in plant growth.

## Materials and Methods

### Infection

*Oryza sativa* cv. ‘Nipponbare’ (GSOR-100, USDA) was germinated on wet filter paper for 6 days at 30°C and then transferred to SAP-substrate (Sand and Absorbent Polymer; [16]) and further grown at 26°C under a 16 h/8 h light-regime. *Hirschmanniella oryzae* infected rice roots were collected in rice fields in Myanmar and sent to Ghent University by Zin Thu Zar Maung (Plant Protection Division, Yangon, Myanmar). This sampling was done at Padan Village, Hlaingtharyar Region in Yangon Division, Myanmar. As this did not involve endangered or protected species, no specific permissions were required. The nematode-infected rice roots were imported in Belgium, issued by permit BE/LOA/2012/033. All further experiments were done at Ghent University, authorized by biosafety permit T38-0428, activity number 13.

The nematodes were extracted using the Baermann funnel method [17]. Eighteen-day-old rice plants were inoculated with a mixed population of *H. oryzae* at the rate of 400 per plant, or mock-inoculated with water. This was done by inserting a 1 ml pipette tip just adjacent to the plant root system and releasing the nematode suspension (dissolved in water). One day after inoculation the plants were transferred to a hydroponic culturing system with Hoagland solution [16] to synchronize the infection process. Shoots of inoculated and non-inoculated plants were collected 3 and 7 days post inoculation (dpi). At each time point two independent biological replicates, each containing a pool of 6 plants, were collected for RNA-Sequencing. A third independent biological replicate of both inoculated and non-inoculated plants, again each containing a pool of 6 different plants, was used for qRT-PCR validation.

### RNA extraction, library preparation and sequencing

RNA was extracted using the Qiagen RNeasy Plant Mini Kit (Qiagen), with an additional sonication step after addition of buffer RLT. RNA integrity was checked using the Agilent BioAnalyzer 2100 (Agilent). Approximately 2 µg of total RNA was used for mRNA-Seq library construction according to the manufacturer’s recommendations (Illumina).

We used the multiplexing sequencing adapters provided in the Multiplexing Sample Preparation Oligo Kit (Illumina). Size selection of the library was performed on a 2% agarose gel (Low Range Ultra Agarose, Biorad 161-3107). The denatured library was diluted to a final concentration of 6 pM and loaded on a paired-end read flow cell (TruSeq v5 kit, Illumina). To minimize lane effects the samples were multiplexed. Each sample was sequenced in duplicate in 2 different lanes (4 lanes total with 8 MID tags per lane). After cluster generation, the multiplexed library was sequenced on an Illumina Genome Analyzer IIx (36 cycles, paired end).

### Mapping reads to genome data and annotated transcripts

Reads were mapped to the *Oryza sativa* subsp. *japonica* reference genome (build MSU7.0) in two phases using TopHat version 1.3.1 [18] and Cufflinks, version 1.0.3 [19]. The workflow and settings used in the data analysis have previously been described [4].

### Calculation, normalization and profiling of gene expression

Expression was quantified per sample and per annotated or unannotated transcript as the sum of all reads mapped to the respective gene exons with a 16 base pair tolerance on either side to compensate for potential errors in the gene annotation. Expression profiles were assessed using the R-package “baySeq”, version 1.5.1. [20]. To compensate for artificial differences in read distributions, the original library sizes were multiplied by additional normalisation factors calculated using the Trimmed Median of M-values method described in [21] with standard settings as implemented in the edgeR package (version 2.0.3). For statistical significance an FDR cut-off of 0.05 was considered for the ‘general response’ analysis, where the time point after inoculation was not taken into account. For the analysis per time point (3 and 7 dpi), considering that only 2 biological replicates (although pools) per treatment were analyzed for these tissues, the statistical analysis was performed with less stringent conditions (FDR<0.1).

For all further analyses the expression level of each transcript for each condition was estimated as the fold change (FC) of mapped reads relative to the controls. The FC was calculated as follows: reads were normalized as described earlier and averaged over the biological replicates. Before calculating the base 2 log of the ratio of these averages, the number of reads was increased by 1 in each group (to avoid 0-values).

### Gene ontology and enrichment analyses

Gene ontology (GO) analysis and GO enrichment were performed using agriGO [22]. Parametric Analysis of Gene Set Enrichment (PAGE) [23], based on differential gene expression levels (log_2_FC), was executed. Benjamin and Hochberg false discovery rate analysis (FDR) was performed to adjust the PAGE P-values.

In addition, MapMan [24] was used to visualize the expression of genes onto metabolic pathways and the WSR-test (with Benjamin and Hochberg correction) was used to test the statistical significance of differential expression of these pathways.

### Analysis of Novel Transcriptionally Active Regions (nTARs)

The Cufflinks program generates a GTF file including all transcripts annotated in MSU7.0 and putative novel transcripts derived from the data. BLASTx searches were performed against Swiss-Prot and trEMBL and all predicted rice proteins (http://rice.plantbiology.msu.edu/). Homologues of the nTARs in rice ESTs (downloaded from NCBI on February 1, 2014) were searched by BLASTn. For all analyses a bitscore cut-off of 50 was used.

### Validation of mRNA-Seq by qRT-PCR

Based on potential functional importance, a subset of genes was selected for validation in an independent biological sample (pool of 6 plants) by qRT-PCR, at 3 dpi. Locus numbers of these transcripts and primer sequences are presented in Table 1. PCRs were performed under the following conditions: 10 min at 95°C and 45 cycles of [25 s at 95°C, 60 s at 58°C and 20 s at 72°C]. After the PCR reaction, a melting curve was generated by gradually increasing the temperature to 95°C to test the length as an indication of PCR specificity. Normalization of the expression level of the target genes was done using two reference genes (LOC_Os03g27010, [25]; LOC_Os07g02340.1, [26]). Data was analysed as previously described [4].

**Table 1:** qRT-PCR validation of a selection of genes.

				Relative geneexpression level(infected versuscontrol tissue)		
Locus numer	Annotation	primerF	primerR	RNA-Seq	qRT-PCR	Primer efficiency (%)
LOC_Os03g16010	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 precursor	TTCAGGGTGGAGCTATGTGG	TTTATAAACCGTCCCGAAGC	0.27	0.85	74
LOC_Os02g17640	isochorismatase	TCTTTGATGCTGTAGCACTGG	AAGGTTGGTGTTTCCACTCC	0.29	0.36	74
LOC_Os01g40094	protein phosphatase 2C, putative,expressed	GGGAGGATGAATATGCAAGG	CTCGGGGACTGGAATTATCC	0.34	0.79	76
Loc_Os01g55870	chorismaat mutase	ATGGTAAGTTTGTGGCAGAGG	CCACCGTTTCATAGGTGAGG	0.35	0.53	73
LOC_Os03g14730	gibberellin receptor GID1L2, putative, expressed	GTGGAGGCACTCCAGAAAGC	CTCCTTGAACAGCTCCATCG	0.38	0.55	69
LOC_Os01g08450	ras-related protein,putative, expressed	GGAGACAAGTGCCAAGAACG	TCTTCTGGTTGACAGGTTGC	0.45	0.48	75
LOC_Os10g40570	flavin-containing monooxygenasefamily protein, putative, expressed	GGATGGCCTAAGAGATACGC	ATTGTTCAATTGGTGGATGG	0.49	0.37	65
LOC_Os03g04920	multidrug resistance- associated protein,putative, expressed	ACCATTGCACACCGTATCC	AGGACTTGTCCTCCAAGAGC	0.51	0.61	73
LOC_Os05g35290	Phenylalanine ammonia-lyase,ZB8, putative, expressed	CTCGTACCCGCTCTACCG	GACGAGCACCTTGTTGAGC	0.88	0.48	70
LOC_Os01g67030	auxin-responsive protein, putative,expressed	CCAACCTCACCTGCTTCG	CACGTACCCTCCCTTGTCC	1.84	0.51	70
LOC_Os04g41070	zinc finger, C3HC4 type domaincontaining protein, expressed	CTGGAGGCTCAGGACCAG	CAGAAGTGGCTCCTCCAAAC	1.91	1.06	71
LOC_Os09g31450	Polygalacturonase inhibitor 1precursor, putative, expressed	TCAACGTCAGCGACAACG	ACCTGTTGCGAGCGTAGC	2.00	1.23	69
LOC_Os04g18650	AP2 domain containingprotein, expressed	GAGAAGGTGGAGCTTGTGTACC	GTTGTTGTTGTTGCGGTAGC	2.38	1.36	75
LOC_Os02g33840	OsFBX52 - F-box domaincontaining protein,expressed	GAGTCCTTCGGGTGGATACC	CCTGAAGAACCCAGACATCC	2.56	0.71	65
LOC_Os03g58990	cupin domain containingprotein, expressed	ACGTATCGTCGCCGTACAAC	GACGGCGTCGGGTATCTC	3.29	1.29	72
LOC_Os11g42290	transferase family protein,putative, expressed	CGAGTACATCCAGTCGTTCG	CATCTCGTGGAACCTGAACC	3.95	1.35	69

The table shows the relative expression levels, obtained using mRNA-Seq or qRT-PCR on an independent sample, comparing systemic tissue of *H. oryzae* infected plants with uninfected plants at time point 3 dpi.

### Chlorophyll measurement

Chlorophyll measurements were performed in an independent experiment. Nematode collection, as well as growth conditions and inoculation of the plants were as described above. Shoots of inoculated and non-inoculated plants were harvested at 3 and 7 dpi. At each time point and for each treatment, 12 individual plants were used. At the day of sampling the length of shoot and root of each plant was measured. Then, shoots were harvested and pooled in 4 samples, each pool containing shoots of 3 individual plants. In each sample, chlorophyll content was determined after extraction in ice-cooled 100% Methanol and spectrophotometrical measurement of the absorbance (A) at 665.2 (chlorophyll a; Chl_a_) and 652 nm (chlorophyll b; Chl_b_). To calculate the concentration in mg/L following formulas were applied: Chl_a_ = 16.29 * (A_665.2_)–8.54 * (A_652_); Chl_b_ = 30.66 * (A_652_)–13.58 * (A_665.2_) [27]. After checking for normality and homoscedasticity of the data, statistical significance was evaluated using student’s t-test. This whole experiment was repeated in time, with similar results.

## Results

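Shoots of rice cv. Nipponbare were collected at 3 and 7 dpi from plants whose roots had received 400 individuals of the root nematode *H. oryzae* or water only. Each of the 4 conditions had 2 biological replicates, each a pool of 6 plants, which gave 8 libraries. The paper gives the age of the plants at inoculation as 18 days, while the growth times in the sample labels add up to 11 days. In mRNA-Seq, polyadenylated RNA is copied to cDNA and sequenced, and the number of reads on a transcript measures its abundance. The authors mapped the paired-end reads to MSU7.0 with TopHat and Cufflinks, summed the lanes of each library, and deposited without normalization the number of reads on the exons of 55986 annotated loci and of 33273 unannotated transcriptionally active regions (nTARs). How reads with several mapping positions were counted is not given in the sources used here.

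The total count per library was 12380836 and 16883820 in the uninfected shoots at 3 dpi, 12346363 and 22442418 in the infected shoots at 3 dpi, 17832699 and 17986535 in the uninfected shoots at 7 dpi, and 21725264 and 20377904 in the infected shoots at 7 dpi, replicate 1 first. A large part of these counts lay on 5 loci, which were picked because of their high counts: LOC_Os09g01000 and LOC_Os09g00999 on chromosome 9, LOC_Os01g57968, LOC_Os04g16722, described as an uncharacterized protein ycf68, and LOC_Os10g21190. They took 50.8% and 44.4% of the counts in the uninfected shoots at 3 dpi, 75.0% in infected 3 dpi replicate 1 but 24.1% in infected 3 dpi replicate 2, and between 27.3% and 36.5% in the libraries of 7 dpi. The depth left for all other features therefore ranged from 3083625 counts in infected 3 dpi replicate 1 to 17026567 in infected 3 dpi replicate 2. The median count of a feature was 10 in the former and 89 in the latter, against 19 and 34 in the uninfected shoots of the same day.

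Replicates were compared on log2 CPM scaled to the counts outside the 5 loci, over 47257 features with a mean of at least 50 counts. The 5 loci stayed among these features. The correlation across these features, which are not independent replicates, was 0.962 between the uninfected replicates at 3 dpi, 0.920 between those at 7 dpi and 0.955 between the infected replicates at 7 dpi. Between the infected replicates at 3 dpi it was 0.469. Reads spread evenly over the genome were estimated from 5878 features with a single exon of at least 500 bp whose count density in the other 7 libraries lay between the 10th and the 30th percentile. Scaled to the summed exon length of all features outside the 5 loci, this density accounted for 10.9% of the remaining counts in infected 3 dpi replicate 1 and for 27.4% in infected 3 dpi replicate 2. In the uninfected shoots at 3 dpi it accounted for 11.2% and 16.0%, in those at 7 dpi for 17.8% and 23.0%, and in the infected shoots at 7 dpi for 24.9% and 27.1%. These shares are rough and may be too low, because the features were picked for low density. In every library their density lay below the 25th percentile of single-exon annotated loci other than transposons. In infected 3 dpi replicate 2 these values were 14.2 and 48.7 counts per kb. The summed exon length of a locus can exceed its span, which acts the other way.

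The counts were tested with edgeR's quasi-likelihood F test with TMM factors, which scale each library to a trimmed mean of the ratios between libraries, after removal of features with too few counts by filterByExpr. As in the paper, the general response compared all 4 infected with all 4 uninfected libraries at an FDR of 0.05, and the analysis per time point compared 2 with 2 at an FDR of 0.1. The baySeq test of the paper was not run here. Expression is given as CPM (counts scaled with the TMM factors to libraries of the same size), as mean ± SD, log2 fold changes as infected over uninfected with their standard error (SE). Each library was also left out in turn, and where this left 1 library in a group, that library was assumed to vary like the others. At 3 dpi this does not hold, as the infected replicates differed far more than the uninfected ones. Calls from such fits were therefore not taken as support.

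**Figure D1:**
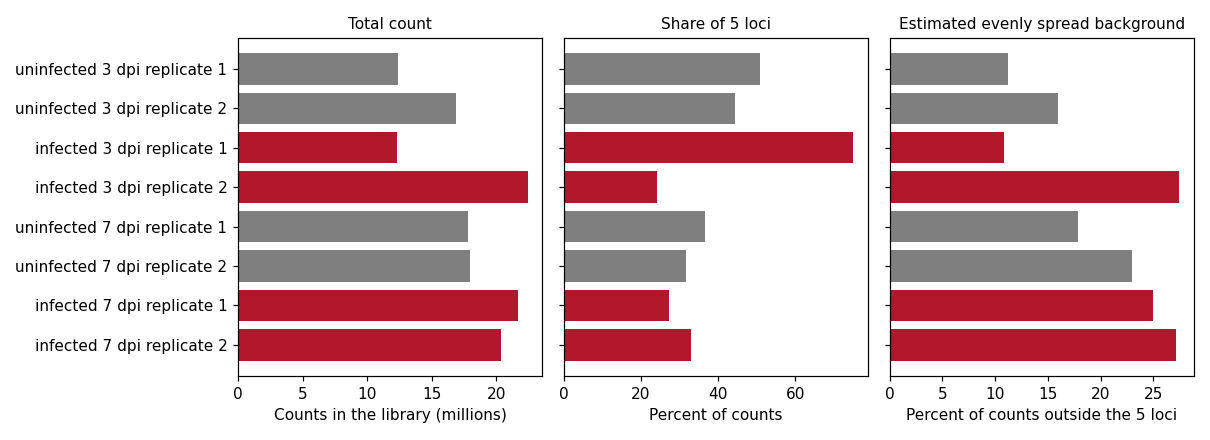
Total count, share of the counts on the 5 loci in percent, and share of the remaining counts attributed to evenly spread reads in percent, with 1 bar for each of the 8 libraries (red, infected; grey, uninfected). Infected 3 dpi replicate 1 has the highest share on the 5 loci (75.0%) and infected 3 dpi replicate 2 the lowest (24.1%).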

More than 95 million RNA fragments were acquired and made publicly available in the GEO database (GSE57707). The short reads were aligned against the reference genome sequence of cv. Nipponbare (MSU7.0) and in total 81% of the sequenced reads could be mapped (Table 2). The total number of sequenced bases was nearly 7 billion, representing 18-fold the rice genome size and about 50-fold coverage of the annotated transcriptome. The expression of a total of 89,246 different rice transcripts was detected in the analyzed tissues. 

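In the deposited counts, 89245 of the 89259 listed features had at least 1 count in at least 1 library. These were 55973 of the annotated loci and all but 1 of the nTARs. A threshold of 10 counts summed over the libraries left 88729 features. Counts in every one of the 8 libraries were found for 74046 features, 52453 of them annotated. The number detected in a single library followed its depth outside the 5 most abundant loci, from 77005 (86.3%) in infected 3 dpi replicate 1 to 88839 (99.5%) in infected 3 dpi replicate 2. A single count was not taken as expression.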

Comparative gene expression profiling was performed by statistical analysis of differential gene expression levels, Gene Set Enrichment, and pathway mapping. In addition, a search was performed to detect novel transcriptionally active regions (nTARs) not annotated in rice genome assembly MSU7.0.

**Table 2:** Overview of the obtained sequencing data and mapping of these sequences onto the rice genome.

Sample	Total number of sequencedread pairs	Total number of mappedread pairs	Number of uniquelymapped read pairs	Number of unmapped readpairs
Shoots of uninfected plants,3 dpi, replicate 1	9407160	16793253	7475187	1931973
Shoots of uninfected plants,3 dpi, replicate 2	12402694	22365580	9863309	2539385
Shoots of uninfected plants,7 dpi, replicate 1	12338830	22597722	9838088	2500742
Shoots of uninfected plants,7 dpi, replicate 2	11957710	22739886	9557445	2400265
Total of shoot tissue ofuninfected plants	46106394	84496441	36734029	9372365
Shoots of Ho-infected plants,3 dpi, replicate 1	10819261	21665010	8489566	2329695
Shoots of Ho-infected plants,3 dpi, replicate 2	13166886	29099106	10981032	2185854
Shoots of Ho-infected plants,7 dpi, replicate 1	12601325	25281161	10705989	1895336
Shoots of Ho-infected plants,7 dpi, replicate 2	13099442	25818811	10737960	2361482
Total of shoot tissue ofinfected plants	38867653	80199078	32424981	6442672
**Overall Total**	**95793308**	**186360529**	**77648576**	**18144732**
sequenced bases perfragment (ie read pair)	72			
number of sequenced bases	6.90E+09			
length of rice genome(approximate)	374424240			
length of rice transcriptome(approximate)	139985298			
genome coverage	18			
transcriptome coverage	49			

### Systemic transcriptome changes upon rice root nematode infection

In a first analysis, the expression level in all sampled systemic tissues of infected plants (at both time points) was compared with the shoot tissues of healthy plants to look for consistent trends, regardless of the time point after inoculation.

At an FDR cut-off of 0.05, 52 annotated genes were found to be significantly differentially expressed in the shoots after root infection with *H. oryzae* (Table 3). 

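Of the 73523 features tested over all 8 libraries, 0 passed an FDR of 0.05 in the edgeR test, and the lowest FDR was 0.603. At an unadjusted p under 0.05, 5514 features were found, where chance alone would give 3676. DESeq2 called 16 features and limma-voom 0. All 16 were lower in infected shoots, and 11 of them are in Table 3. This was the largest change that another test or scaling made to the count of DEGs in this comparison. Leaving out each library in turn gave 0 calls each time, with 2382 to 15445 features at an unadjusted p under 0.05, the highest number being found without infected 3 dpi replicate 1.

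Of the 64 features of Table 3, including nTARs, 52 had enough counts to be tested. All 52 changed in the direction given by the paper and had an unadjusted p under 0.05, and their median rank by p was at 0.0626% of all features tested. Adjusted over the list alone, 52 passed, which is not independent evidence because the paper chose this list on the same libraries. For 52 of the 64, the 4 infected libraries all lay above or all lay below the 4 uninfected ones, where chance gives 2.86% of features. In counts simulated from these libraries with the trend of their spread, the test recovered 185 of 200 changed features, with 8 false calls among 70951 features. The true log2 fold change was 2 in either direction. The changed features had a mean of at least 50 counts, which 25 of the 64 features of Table 3 reached. The recovery of features with fewer counts was not tested. The formula of the paper, the log2 ratio of the mean normalized counts with 1 read added to each, gave log2 fold changes that differed from those of Table 3 by a median of 0.0650.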

Twenty one of these differentially expressed genes (DEGs) were significantly downregulated, while 31 showed higher expression in infected plant shoots. 

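The 21 annotated loci that Table 3 lists as repressed were all tested here, and their median log2 fold change was -1.61 (range -2.10 to -0.71). Of the 31 listed as induced, 21 had enough counts, with a median log2 fold change of 1.04 (range 0.47 to 1.83). With each library left out, the medians stayed between -1.89 and -1.39 for the former and between 0.98 and 1.11 for the latter. Among all features at an unadjusted p under 0.05, 3616 were lower and 1898 higher in infected shoots, or 65.6% lower. This share depended on the scaling. It was 47.4% with upper-quartile factors, which moved the median log2 fold change of all features to 0.22, and 96.6% with the total count alone, which moved it to 0.43, against 0.04 with TMM factors. It also depended on single libraries, with 46.9% (1280 lower features) without uninfected 3 dpi replicate 1 and 81.2% (12535) without infected 3 dpi replicate 1, the lowest and highest values with a library left out.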

Among the downregulated genes for instance, we identified one encoding a RAS-related protein (Small monomeric GTPase), and a gene encoding 3-oxo-5-alpha-steroid 4-dehydrogenase, involved in brassinosteroid biosynthesis. 

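The ras-related protein gene LOC_Os01g62950 lies on chromosome 1 of MSU7.0 from 36467915 to 36470441 on the minus strand. It had 4.10 ± 2.94 CPM in uninfected and 1.11 ± 0.405 in infected shoots (SD, n = 4 each), a log2 fold change of -1.95 (SE 0.48, FDR 0.603 in the edgeR test). Without any 1 library the log2 fold change lay between -2.22 and -1.42. LOC_Os04g48750, described as 3-oxo-5-alpha-steroid 4-dehydrogenase, lies on chromosome 4 from 29071818 to 29076273 on the plus strand. It had 8.04 ± 5.33 and 2.80 ± 1.20 CPM, respectively, and its log2 fold change was -1.61 (SE 0.51, FDR 0.603), between -1.93 and -1.19 without any 1 library. All infected libraries lay below all uninfected ones for LOC_Os01g62950, while the groups overlapped for LOC_Os04g48750. Neither difference passed the threshold over all tested features.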

Among the upregulated DEGs, 2 genes encoding AP2 domain containing proteins, and a cupin domain containing protein were found. 

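LOC_Os05g49010, with an AP2 domain, is on chromosome 5 from 28109440 to 28110312 on the minus strand. Its mean was 0.544 ± 0.275 CPM in uninfected and 1.31 ± 0.0917 in infected shoots (SD, n = 4 each), a log2 fold change of 1.10 (SE 0.31, FDR 0.603 in the edgeR test), and between 0.90 and 1.54 with a library left out. The other AP2 gene, LOC_Os04g18650 on chromosome 4 from 10317017 to 10317403 on the minus strand, overlaps 1 nTAR, so reads in the overlap can belong to either. The cupin domain gene LOC_Os03g58990 is on chromosome 3 from 33588717 to 33589406 on the minus strand. Both had too few counts for the filter, and they were tested with no filter on low counts. For LOC_Os04g18650 the uninfected shoots had 0.254 ± 0.179 and the infected shoots 0.887 ± 0.0793 CPM, a log2 fold change of 1.78 (SE 0.40, FDR 0.630). For LOC_Os03g58990 the means were 0.243 ± 0.164 and 0.797 ± 0.276, with a log2 fold change of 1.59 (SE 0.44, FDR 0.630). Uninfected 3 dpi replicate 1 had 0 counts on this locus, which at this depth does not exclude expression at the level of the other uninfected libraries. For all 3 genes every infected library lay above every uninfected one.

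**Figure D2:**
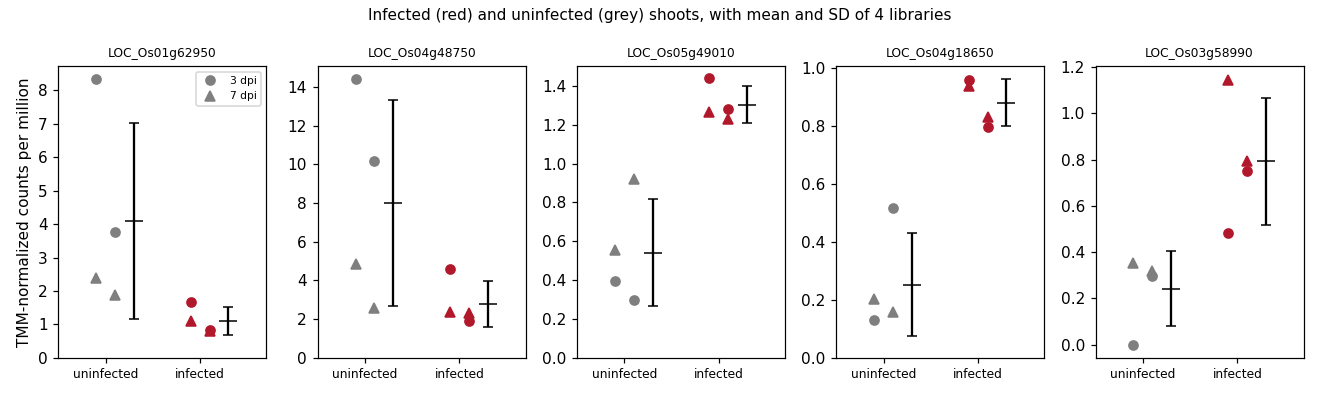
CPM of the 5 genes in each library (red, infected; grey, uninfected; circles, 3 dpi; triangles, 7 dpi), with the mean and SD of 4 libraries. LOC_Os01g62950 and LOC_Os04g48750 have lower and the other 3 genes higher means in infected shoots.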

Next to the annotated transcripts, 12 nTARs were found to be differentially expressed in shoots of inoculated vs. non-inoculated plants (Table 3).

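Of the 12 nTARs in Table 3, 10 had enough counts to be tested. All 10 had an unadjusted p under 0.05 in the edgeR test, none passed the FDR threshold, and DESeq2 called 2 of them, RNSR_1.55235 and RNSR_1.28714, which are named because of these calls. The 3 tested nTARs listed as repressed had a median log2 fold change of -1.54 (range -1.65 to -1.44) and the 7 listed as induced one of 0.77 (range 0.69 to 2.04). In 10 of the 12 the infected and the uninfected libraries did not overlap. Over all features, nTARs took 9.86% and 11.2% of the counts outside the 5 most abundant loci in the uninfected shoots at 3 dpi, 10.7% and 18.1% in the infected shoots at 3 dpi, 13.3% and 15.5% in the uninfected shoots at 7 dpi, and 16.1% and 15.4% in the infected shoots at 7 dpi, replicate 1 first. Infected 3 dpi replicate 1 thus lay between the uninfected libraries of that day.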

**Table 3:** Differentially expressed genes (FDR<0.05), when comparing systemic tissue of *H. oryzae* infected plants with uninfected plants at both time points (3 and 7 dpi).

Gene_ID	Annotation	Log_2_FC (shoots of infectedversus uninfected plants)	FDR
RNSR_1.36318	No Description	–3.58	0.02
LOC_Os05g34270	inactive receptor kinase At1g27190precursor, putative, expressed	–2.00	0.01
LOC_Os12g29670	expressed protein	–1.93	0.03
LOC_Os01g62950	ras-related protein, putative, expressed	–1.85	0.02
LOC_Os06g05130	myristoyl-acyl carrier proteinthioesterase, chloroplast precursor,putative, expressed	–1.83	0.04
LOC_Os05g36290	actin, putative, expressed	–1.73	0.01
LOC_Os10g02350	transmembrane 9 superfamilymember, putative, expressed	–1.71	0.05
LOC_Os01g54940	dehydrogenase, putative, expressed	–1.69	0.01
LOC_Os06g07630	26S protease regulatory subunit6A, putative, expressed	–1.68	0.04
LOC_Os03g52040	OsSCP19 - Putative SerineCarboxypeptidase homologue, expressed	–1.65	0.04
LOC_Os02g36330	RING-H2 finger proteinATL1O, putative, expressed	–1.60	0.02
RNSR_1.55235	No Description	–1.55	0.03
LOC_Os04g48750	3-oxo-5-alpha-steroid4-dehydrogenase, putative, expressed	–1.51	0.05
RNSR_1.61315	No Description	–1.50	0.03
LOC_Os02g52010	phosphate-induced protein 1conserved region domaincontaining protein, expressed	–1.43	0.04
LOC_Os01g07950	OsGrx_S15.2 – glutaredoxinsubgroup II, expressed	–1.39	0.02
RNSR_1.28714	No Description	–1.35	0.01
LOC_Os02g38810	26S proteasome non-ATPaseregulatory subunit 6,putative, expressed	–1.34	0.04
LOC_Os04g56510	ABC1 family domain containingprotein, putative, expressed	–1.28	0.03
LOC_Os02g46839	expressed protein	–1.14	0.04
LOC_Os02g56900	thioredoxin family protein,putative, expressed	–1.09	0.02
LOC_Os04g33600	hydrolase, alpha/beta foldfamily protein, putative, expressed	–1.08	0.02
LOC_Os05g45040	OsFBX170 - F-box domaincontaining protein, expressed	–1.01	0.03
LOC_Os01g37700	expressed protein	–0.88	0.04
LOC_Os01g39310	SEY1, putative, expressed	–0.67	0.04
LOC_Os10g28580	CAF1 family ribonucleasecontaining protein, expressed	0.52	0.03
LOC_Os10g22300	resistance protein,putative, expressed	0.59	0.03
RNSR_1.47341	No Description	0.77	0.03
RNSR_1.30534	No Description	0.82	0.03
RNSR_1.4486	No Description	0.82	0.04
RNSR_1.42503	No Description	0.84	0.01
LOC_Os05g31420	GRAS family transcriptionfactor containing protein, expressed	0.88	0.04
RNSR_1.27029	No Description	0.95	0.01
LOC_Os06g45460	OsFBX202 - F-box domaincontaining protein, expressed	0.97	0.04
LOC_Os09g31450	polygalacturonase inhibitor 1precursor, putative, expressed	0.97	0.03
LOC_Os05g40570	expressed protein	0.99	0.04
LOC_Os01g67030	auxin-responsive protein,putative, expressed	1.02	0.02
LOC_Os03g48590	protein transport proteinSec61 subunit alpha,putative, expressed	1.03	0.05
LOC_Os02g33840	OsFBX52 - F-box domaincontaining protein, expressed	1.08	0.03
LOC_Os01g41140	THION18 - Plant thioninfamily protein precursor, expressed	1.14	0.01
LOC_Os04g41070	zinc finger, C3HC4 typedomain containing protein, expressed	1.16	0.02
LOC_Os12g09630	expressed protein	1.20	0.03
LOC_Os05g10300	expressed protein	1.25	0.03
LOC_Os08g04740	expressed protein	1.26	0.04
LOC_Os03g42259	hypervariable Bacillus group-specificprotein, putative, expressed	1.30	0.05
LOC_Os07g39450	expressed protein	1.32	0.04
LOC_Os05g08580	hypothetical protein	1.33	0.02
LOC_Os05g49010	AP2 domain containingprotein, expressed	1.35	0.05
RNSR_1.17134	No Description	1.38	0.01
LOC_Os10g23840	conserved hypothetical protein	1.58	0.02
LOC_Os11g42290	transferase family protein,putative, expressed	1.64	0.04
LOC_Os09g20470	hypothetical protein	1.71	0.02
LOC_Os03g58990	cupin domain containingprotein, expressed	1.75	0.03
LOC_Os04g02470	expressed protein	1.75	0.03
LOC_Os04g18650	AP2 domain containingprotein, expressed	1.87	0.01
LOC_Os12g10370	expressed protein	1.97	0.02
LOC_Os03g31280	expressed protein	1.98	0.02
LOC_Os08g02200	expressed protein	2.02	0.01
LOC_Os06g08270	expressed protein	2.03	0.05
LOC_Os02g32310	expressed protein	2.27	0.05
LOC_Os12g13540	hypothetical protein	2.36	0.03
RNSR_1.34363	No Description	2.46	0.03
RNSR_1.11099	No Description	2.54	0.04
LOC_Os12g27040	expressed protein	2.58	0.02

The table shows the rice locus number, the annotation (MSU7.0), the Log_2_ of the fold-change (FC) of infected versus uninfected shoot tissue and the FDR-value. Novel transcriptionally active regions received a gene ID starting with RNSR. FDR: false discovery rate. RNSR: Root Nematode Systemic Respons.

Parametric Analysis of Gene Set Enrichment of the differentially expressed genes in the infected versus uninfected plants revealed that the repressed genes were enriched for the secondary GO-groups ‘developmental process’, ‘multicellular organismal process’, ‘cellular process’, ‘metabolic process’, ‘organelle’, ‘cell’, ‘cell part’, ‘catalytic activity’ and ‘binding’ (Fig. 1A). None of the enriched gene sets showed induction in systemic tissue of infected plants in comparison with control shoot tissue.

**Figure 1:**
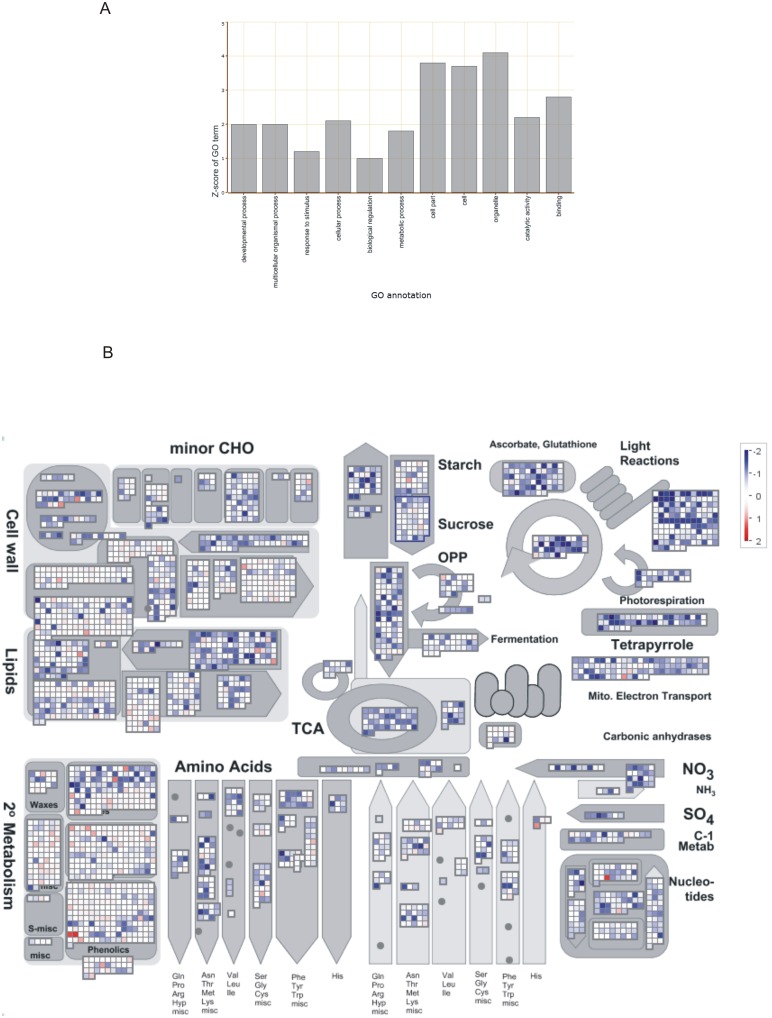
Visualization of transcriptome data of shoots of rice infected with rice root nematode *Hirschmanniella oryzae*. (A) Parametric Analysis of Gene Set Enrichment of the differentially expressed genes in the shoots of infected versus uninfected plants. The Z-scores of the significantly enriched secondary level GO terms are shown. (B) Mapman visualization of the expression profiles of genes involved in the general metabolism of the rice plant. The visualization shows the observed differential expression patterns, based on the Log_2_ fold changes of mRNA levels, in shoots of infected versus uninfected control plants. Red dots indicate that the gene is upregulated in infected plants versus the corresponding healthy control plants, while blue indicates downregulation.

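Pathways were tested here as sets of loci chosen by keywords in their descriptions, because the MapMan bins were not used, with camera on the voom-weighted log2 counts of all 8 libraries and a preset correlation of 0.01 between genes. All 12 sets made for the pathways that the paper names were lower in infected shoots at an FDR of 0.05. The changes are given as the mean log2 fold change of a set minus that of all other tested features. Tetrapyrrole synthesis, the route to chlorophyll, had the largest one, -1.25 over 23 loci (FDR 7.82e-10), with 91.3% of the loci lower. For the light reaction of photosynthesis it was -0.64 over 146 loci (FDR 7.05e-07), with 76.7% lower. Fatty acid synthesis and elongation changed by -0.64 (75 loci), ATP synthesis by -0.63 (85 loci), nucleotide metabolism by -0.68 (54 loci), amino acid synthesis by -0.64 (111 loci), the TCA cycle by -1.01 (36 loci), glycolysis by -0.82 (85 loci) and cell wall precursor synthesis by -0.75 (28 loci), with FDR values between 8.37e-13 and 5.44e-06.

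All 12 sets were also called without each of the 8 libraries. The sizes of the changes rest in part on infected 3 dpi replicate 2, which had the lowest mean log2 CPM of the 8 libraries in each set. For tetrapyrrole synthesis it had 1.45, against 2.79 to 4.05 in the other infected libraries. For the light reaction it had 2.41, against 3.50 to 4.57. None of the calls held where the spread between replicates entered in another way: fry, which rotates the residuals, gave FDR values between 0.177 and 0.279, and camera with the correlation estimated from the data gave values between 0.296 and 0.343. A Wilcoxon rank-sum test across genes, the kind of test MapMan uses, called 11 of the 12. With the share of evenly spread reads as a covariate, a test added after the results were seen, 8 were called, and the light reaction, ATP synthesis, isoprenoids and brassinosteroid were not. Compared with 10000 random lists of features of the same expression level, 8 sets had a lower median log2 fold change than the central 95% of the lists. The light reaction (percentile 19.0), ATP synthesis (percentile 26.5) and the isoprenoid and brassinosteroid sets lay within it. With lists of the same counts per kb only the last 2 did, and 10 sets lay below. Sets of ribosomal protein and proteasome loci, made here outside the pathways that the paper names, also lay below both kinds of lists. Their median log2 fold changes were -0.95 and -1.06, while a set of transposon loci was higher relative to other features. The lower expression was thus not limited to the pathways that the paper names. At 7 dpi alone the 12 sets were lower in the camera test with differences from -0.14 to -0.53, and 9 were called without uninfected 7 dpi replicate 1 and also 9 without infected 7 dpi replicate 1.

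**Figure D3:**
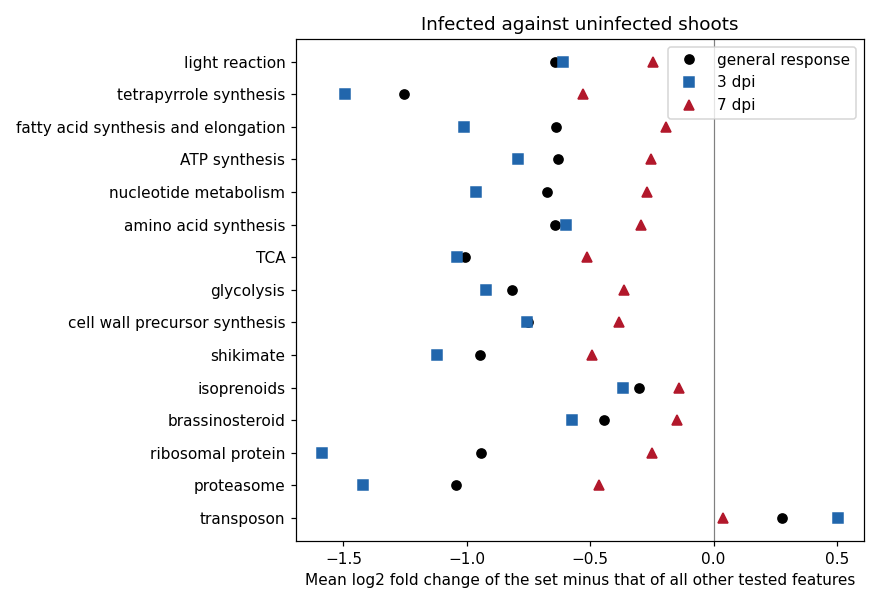
Mean log2 fold change of each of 15 sets of loci minus that of all other tested features, for the general response (circles), 3 dpi (squares) and 7 dpi (triangles). The 12 sets for pathways named by the paper lie below 0 in each comparison, and the lowest value is that of ribosomal proteins at 3 dpi (-1.59).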

When focusing on the general plant metabolism (Fig. 1B) the WSR-test of Mapman found a significant suppression of many primary metabolic processes, like ‘light reaction’, ‘fatty acid synthesis and elongation’, ‘ATP synthesis’, ‘tetrapyrrole synthesis’, ‘nucleotide metabolism’, ‘amino acid synthesis’, ‘TCA’, ‘glycolysis’, and ‘cell wall precursor synthesis’. Not only the primary metabolism of the plants was impaired, we also detected a specific suppression of a few plant defense related pathways. For instance, the biosynthesis of chorismate through the shikimate pathway, was strongly suppressed in the systemic tissue. Additionally, a significant suppression of the ‘isoprenoids’ pathway was observed.

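The shikimate set held 27 tested loci, whose mean log2 fold change relative to all other features was -0.95 over all 8 libraries (camera, FDR 3.57e-08), with a median of -1.03 and 88.9% of the loci lower in infected shoots. At 3 dpi the difference was -1.12 over 25 loci and at 7 dpi -0.49. Without infected 3 dpi replicate 2 the value at 3 dpi became -0.04 and was no longer past the threshold, while the general response stayed past it at -0.54. Among lists of the same expression level the median of the set lay below the central 95% in the general response (percentile 0.01) and at 7 dpi (percentile 0) and within it at 3 dpi (percentile 3.91). Among lists of the same counts per kb it lay below it at 3 dpi as well (percentile 1.14). The mean log2 CPM of the set were 3.57 and 3.54 in the uninfected shoots at 3 dpi, 3.37 in infected replicate 1 and 1.26 in infected replicate 2. At 7 dpi they were 3.26 and 2.49 in uninfected and 2.24 and 2.48 in infected shoots, replicate 1 first. The difference at 7 dpi thus rested largely on uninfected 7 dpi replicate 1.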

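Over the 110 loci of the isoprenoid set the mean log2 fold change relative to the other features was -0.30 (camera, FDR 0.00296). The median was -0.13 and 58.2% of the loci were lower, the smallest shift among the 12 sets. The Wilcoxon rank-sum test across genes gave an FDR of 0.0502 and did not call it. Its median log2 fold change lay at percentile 59.3 of lists of the same expression level, and within the central 95% of these and of lists of the same counts per kb in all 3 comparisons. At 3 dpi the difference was -0.37 (FDR 0.0106) and it changed sign to 0.14 without infected 3 dpi replicate 2. At 7 dpi it was -0.14 (FDR 0.0295). From the suppression of these pathways in the MapMan test, the paper concludes that the primary metabolism of the shoots was impaired. It states that a few pathways related to defense were suppressed as well. The paper also reports a gene set enrichment analysis and, from a separate experiment, a measured reduction of chlorophyll a at 7 dpi. Neither was examined here.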

The impact of the observed transcriptome changes in the primary metabolic pathways was analyzed by measuring the length of roots and shoots of infected versus uninfected plants. At 3 and 7 dpi, plant root and shoot length was not different from the control plants (data not shown). Because ‘light reaction’ and ‘tetrapyrrole synthesis’ were among the gene sets with the strongest levels of suppression upon infection, the chlorophyll content was measured in the leaves of *H. oryzae*-infected and control plants at 3 and 7 dpi (Table 4). At 3 dpi, a decreasing trend in levels of both chlorophyll a and b was detected when comparing infected with uninfected rice plants. At 7 dpi, a significant reduction in chlorophyll a was detected (18%) in the infected plants, and although not significant, the infected plants also showed 10% reduction in chlorophyll b content in comparison with uninfected control plants.

**Table 4:** Chlorophyll a and chlorophyll b content of shoots of plants infected with rice root nematode *H. oryzae*, in comparison with control (uninfected) plants of the same age.

	Chlorofyll a	Chlorofyll b
**Shoots of uninfected plants, 3 dpi**	704.7±150.6	147.9±29.2
**Shoots of infected plants, 3 dpi**	646.0±91.4	121.2±19.5*
**Shoots of uninfected plants, 7 dpi**	809.0±76.3	150.6±15.0
**Shoots of infected plants, 7 dpi**	666.3±34.05**	135.2±14.4

Values are the average ± standard deviation of four pools (n = 4) of shoot material from three plants each. Statistically significant differences in comparison with the respective control (at the same time point) are indicated with asterisks.

**P<0.05,

*P<0.1.

### Systemic transcriptome changes at 3 days after rice root nematode infection

When considering the 3 dpi samples alone, only 2 biological replicates (although pools) per treatment were analyzed, and therefore the statistical analysis was performed with less stringent conditions (FDR<0.1). This resulted in 195 DEGs, with 169 repressed and 26 induced (Table S1). 

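In the 4 libraries of 3 dpi, 0 of 64859 features passed an FDR of 0.1 in the edgeR test (lowest FDR 0.822), and 2759 had an unadjusted p under 0.05, below the 3243 that chance would give. DESeq2 called 87, all lower in infected shoots, of which 70 are in Table S1, and limma-voom called 0. The common biological coefficient of variation was 0.445, against 0.186 at 7 dpi. The count changed with the infected replicates, but a fit with 1 of them takes its spread from the uninfected replicates alone. The common biological coefficient of variation was then 0.158, so the calls of these fits are not support. Without infected 3 dpi replicate 1, 19441 features were called (17075 lower), and without infected 3 dpi replicate 2, 763 were called (387 lower). Without either uninfected library there were 0 calls. With the spread estimated from these libraries, the test recovered 12 of 200 features changed in simulated counts, among 61595 features. The changed features had a true log2 fold change of 2 and a mean of at least 50 counts.

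Table S1 holds 220 features, and 200 of them had enough counts to be tested. All 200 changed in the direction given by the paper and 197 had an unadjusted p under 0.05. The other 3, named after their values were seen, were LOC_Os03g24180, LOC_Os07g36360 and LOC_Os06g42490. Adjusted over the list alone, 200 passed, although the list was chosen on these libraries and is not independent evidence. In all 220 the infected and the uninfected replicates did not overlap, which chance gives in 33.3% of features. The 169 repressed loci and 1 repressed feature on an unplaced sequence, ChrUn.fgenesh.gene.69, were all tested and had a median log2 fold change of -1.95 (range -3.92 to -1.06), which became -1.43 without infected 3 dpi replicate 2. Of the 26 induced loci 12 were tested, with a median of 2.10 (range 1.18 to 3.08).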

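Table S1 lists 24 nTARs by their RNSR identifiers. Of these, 18 had enough counts in the 4 libraries of 3 dpi to be tested, and all 18 had an unadjusted p under 0.05 in the edgeR test without passing the FDR threshold. DESeq2 called 3 of them, RNSR_1.69265, RNSR_1.49302 and RNSR_1.710, which are named because of these calls. Repression was listed for 19 nTARs, and the 15 tested ones had a median log2 fold change of -2.09 (range -4.63 to -1.59), or -1.68 without infected 3 dpi replicate 2. Induction was listed for 5, and the 3 tested ones had a median of 2.41 (range 2.12 to 2.43).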

Next to the annotated transcripts, 25 nTARs were found to be differentially expressed in this tissue versus uninfected plant shoots (Table S1). Pathway mapping with MapMan showed a general suppression of the plant primary metabolism in the systemic tissues at 3 dpi (Figure S1).

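At 3 dpi the same 12 sets of loci were lower in infected shoots in the camera test at an FDR of 0.05. The mean log2 fold change, relative to all other features, was -1.49 for tetrapyrrole synthesis, -0.61 for the light reaction, -1.01 for fatty acid synthesis and elongation, -0.79 for ATP synthesis, -0.96 for nucleotide metabolism, -0.60 for amino acid synthesis, -1.04 for the TCA cycle, -0.92 for glycolysis and -0.75 for cell wall precursor synthesis. The infected replicates differed in these sets by more than infected and uninfected shoots did. For the light reaction the mean log2 CPM were 4.90 and 4.66 in uninfected shoots, 4.57 in infected replicate 1 and 2.41 in infected replicate 2, and for tetrapyrrole synthesis they were 4.79, 4.43, 4.05 and 1.45. Without infected 3 dpi replicate 2, 7 of the 12 sets were called, with -0.41 for tetrapyrrole synthesis and -0.11 for the light reaction. ATP synthesis, isoprenoids and brassinosteroid then lay above the other features by 0.06, 0.14 and 0.04, although camera's direction for brassinosteroid was still lower. Without uninfected 3 dpi replicate 2, 10 sets were called. Among lists of the same expression level the light reaction (percentile 59.7), ATP synthesis (43.8) and cell wall precursor synthesis (7.63) lay within the central 95%. So did shikimate (3.91), isoprenoids (82.0) and brassinosteroid (51.9). Among lists of the same counts per kb, ATP synthesis (3.92), cell wall precursor synthesis (2.75), isoprenoids (56.3) and brassinosteroid (32.9) did, while the light reaction lay below (2.03).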

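At 3 dpi, LOC_Os11g02440, on chromosome 11 from 729643 to 730838 on the minus strand, had 2.53 ± 0.205 CPM in uninfected and 0.373 ± 0.273 in infected shoots (SD, n = 2 each). Its log2 fold change was -3.38 (SE 0.56, FDR 0.822 in the edgeR test, 0.0282 in DESeq2), or -2.61 with the formula of the paper. LOC_Os03g23980, on chromosome 3 from 13608896 to 13612083 on the minus strand, is described in the deposited table as an NAD dependent epimerase/dehydratase. It fell from 6.50 ± 0.111 to 1.44 ± 0.896 CPM, with a log2 fold change of -2.41 (SE 0.51, FDR 0.822, and 0.0257 in DESeq2). LOC_Os01g17250, on chromosome 1 from 9917474 to 9921595 on the minus strand, carries the description of a BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 precursor there. It went from 9.37 ± 0.642 to 3.20 ± 1.35, a log2 fold change of -1.61 (SE 0.41), and DESeq2 did not call it (FDR 0.141).

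Among further receptor kinases, LOC_Os02g09740, described as STRUBBELIG-RECEPTOR FAMILY 7, on chromosome 2 from 5019765 to 5028028 on the plus strand, overlaps 2 nTARs. Its values were 6.99 ± 1.04 and 1.46 ± 0.065, with a log2 fold change of -2.26 (SE 0.31) that DESeq2 called (FDR 0.00595). LOC_Os06g47710, a leucine-rich repeat receptor-like kinase on chromosome 6 from 28872387 to 28873805 on the minus strand, had 13 and 17 counts in uninfected and 1 and 5 in infected shoots. Its log2 fold change of -3.32 (SE 0.71) therefore rests on few reads, and the formula of the paper, which adds 1 read, gave -2.54. Without infected 3 dpi replicate 2 the log2 fold changes of these 5 genes, in the order given, became -2.13, -1.64, -1.17, -2.19 and -2.44. Calls without 1 infected replicate were not taken as support, because the spread then came from the uninfected replicates alone. In each of the 5 genes both infected replicates lay below both uninfected ones.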

Among the most intriguing and strongest downregulated DEGs were genes encoding (1) chalcone-flavonone isomerase (LOC_Os11g02440; Log_2_FC = –2.75), involved in flavonoid biosynthesis, (2) 3-beta hydroxysteroid dehydrogenase/isomerase family protein (LOC_Os03g23980; Log_2_FC = –2.27), involved in brassinosteroid biosynthesis, (3) the transcript encoding the brassinosteroid cell-surface leucine-rich repeat receptor-like kinase (LRR-RLK) BRASSINOSTEROID-INSENSITIVE 1 (BRI1, LOC_Os01g17250; Log_2_FC = –1.64), and (4) 2 other LRR-RLKs (LOC_Os02g09740, Log_2_FC = –2.24; LOC_Os06g47710, Log_2_FC = –2.84). LRR-RLKs regulate a wide variety of developmental and defense-related processes including cell proliferation, stem cell maintenance, hormone perception, host-specific as well as non-host-specific defense response, wounding response, and symbiosis [28]. Two other suppressed DEGs were encoding enzymes belonging to the shikimate pathway, chorismate mutase (Log_2_FC = –1.51) and isochorismatase (Log_2_FC = –1.78).

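Both genes are on the minus strand and were lower in both infected than in both uninfected libraries at 3 dpi. The chorismate mutase gene LOC_Os01g55870, on chromosome 1 from 32171722 to 32175018, had 5.99 ± 0.166 CPM in uninfected and 2.21 ± 0.872 in infected shoots (SD, n = 2 each). Its log2 fold change was -1.54 (SE 0.38, FDR 0.822 in the edgeR test), and -1.08 without infected 3 dpi replicate 2. For the isochorismatase family gene LOC_Os02g17640, on chromosome 2 from 10152156 to 10155563, the means were 3.74 ± 0.0323 and 1.15 ± 0.509. The log2 fold change was -1.92 (SE 0.40, FDR 0.822), and -1.31 without that library. Without infected 3 dpi replicate 1 the log2 fold changes of the 2 genes were -1.99 and -2.33, in the order given.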

Among the induced DEGs, (1) a terpene synthase (LOC_Os12g30824; Log_2_FC = 1.10), necessary for the biosynthesis of ent-sandaracopimaradiene, a precursor of the diterpenoid phytoalexins oryzalexin A–F, (2) LOC_Os07g10240 (Log_2_FC = 2.05) encoding an anthocyanidin 3-O-glucosyltransferase involved in flavonoid (anthocyanin) biosynthesis, as well as many unannotated genes and 12 nTARs (Table S1).

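The terpene synthase gene LOC_Os12g30824, on chromosome 12 from 18509843 to 18528700 on the minus strand, overlaps 2 nTARs. It rose from 8.97 ± 0.547 to 20.5 ± 7.33 CPM at 3 dpi (SD, n = 2 each). The log2 fold change was 1.18 (SE 0.46, FDR 0.822 in the edgeR test) and lay between 0.68 and 1.51 with a library left out. LOC_Os07g10240, on chromosome 7 from 5497490 to 5498989 on the plus strand, rose from 0.440 ± 0.0826 to 2.02 ± 0.618. The log2 fold change was 2.04 (SE 0.48, FDR 0.822), and between 1.71 and 2.42 with a library left out.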

To validate the gene expression levels as detected by RNA-seq, an independent validation was performed using qRT-PCR, comparing infected with uninfected plants at 3 dpi. 

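For the 16 genes of Table 1, the ratio of the mean normalized counts of infected to uninfected shoots at 3 dpi, with 1 read added to each, lay between 0.309 and 4.31 here. It had the direction of the RNA-Seq ratio of Table 1 for 15 genes, and the direction of the qRT-PCR ratio for 13. The qRT-PCR ratios are the paper's and come from a separate pool of plants. The exception among the RNA-Seq ratios was the phenylalanine ammonia-lyase gene LOC_Os05g35290, with a ratio of 1.04 here and 0.88 in Table 1. In the edgeR test 13 of the 16 genes had enough counts, 8 lower and 5 higher, and 4 of them had an unadjusted p under 0.05 (lowest FDR 0.822). The edgeR fold change and the qRT-PCR ratio had the same direction for 10 of these 13, and for 8 of 13 without infected 3 dpi replicate 2. Without that library LOC_Os03g04920 and LOC_Os10g40570 changed direction, to log2 fold changes of 0.02 and 0.14.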

In total, 14 out of the 16 tested gene expression profiles (87.5%) were confirmed (Table 1), in line with an expected FDR of 10%.

### Systemic transcriptome changes at 7 days after rice root nematode infection

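The 4 libraries of 7 dpi allowed 77122 features to be tested, and 0 passed an FDR of 0.1 in the edgeR test (lowest FDR 0.909). At an unadjusted p under 0.05 there were 4033, close to the 3856 that chance gives, and 2882 of these (71.5%) were lower in infected shoots. This share was 37.5% with scaling by the total count, 32.8% with the spread shared over all 8 libraries and 45.8% without infected 7 dpi replicate 1. limma-voom called 0, and DESeq2 called 270, of which 268 were lower and 0 are in Table S2. Scaling by the total count alone gave 272 calls, including 18 of the 26 tested features of Table S2. The count changed with the uninfected replicates, as 6334 features were called without uninfected 7 dpi replicate 2, 53 without uninfected 7 dpi replicate 1, and 0 without either infected library. In counts simulated with the spread of these libraries, 199 of 200 features with a true log2 fold change of 2 were recovered, with 26 false calls among 75784 features.

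Table S2 holds 27 features. Of the 26 tested, all had an unadjusted p under 0.05, and 25 changed in the direction of the table. The exception, named after its value was seen, was LOC_Os01g42310, described as a retrotransposon protein, with a log2 fold change of -2.14 over these 4 libraries. With the formula of the paper over all 8 libraries it was 0.28, and all 27 features had the sign of the table. Adjusted over the list alone, 26 passed, which is not independent evidence, since the list comes from these libraries. The infected and the uninfected replicates did not overlap in any of the 27, against 33.3% by chance. The loci listed as repressed had a median log2 fold change of -2.38 (range -3.75 to -1.67), which became -0.98 without uninfected 7 dpi replicate 1. Those listed as induced had a median of 1.71 (range -2.14 to 2.57).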

For the 7 dpi data, the statistical analysis was again performed with less stringent conditions (FDR<0.1), resulting in 17 DEGs, with 11 repressed and 6 induced. 

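Of the 10 nTARs that Table S2 lists, 9 had enough counts to be tested at 7 dpi, and all 9 had an unadjusted p under 0.05 in the edgeR test, without passing the FDR threshold. The 7 tested nTARs listed as induced had a median log2 fold change of 1.39 (range 0.90 to 4.38). The median of those listed as repressed was -2.29, and -0.67 without uninfected 7 dpi replicate 1. DESeq2 called 12 nTARs at this time point and none of those in Table S2.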

Next to the annotated transcripts, 10 nTARs were found to be differentially expressed in this tissue versus uninfected plant shoots (table S2). 

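At 7 dpi, LOC_Os01g42190, on chromosome 1 from 23911517 to 23913299 on the plus strand, rose from 2.38 ± 0.00362 to 5.15 ± 0.167 CPM (SD, n = 2 each). The log2 fold change was 1.11 (SE 0.23, FDR 0.909 in the edgeR test), and with the formula of the paper it was 1.09. It lay between 1.08 and 1.14 with a library left out, and passed the threshold when only the total count was used for scaling. The AP2 gene LOC_Os04g18650 rose from 0.244 ± 0.0397 to 1.20 ± 0.123, a log2 fold change of 2.29 (SE 0.47, FDR 0.909). The library counts behind it were 4 and 4 in uninfected and 32 and 23 in infected shoots, and with a library left out the value lay between 2.11 and 2.44. It also passed the threshold with scaling by the total count.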

Most induced DEGs are annotated as ‘expressed protein’ or ‘hypothetical protein’, except for a gene annotated as heat shock protein DnaJ (LOC_Os01g42190; Log_2_FC = 0.528), and LOC_Os04g18650 (Log_2_FC = 1.652), coding for a pathogenesis-related transcriptional factor, with an ethylene-responsive AP2 domain (EREBP34, TSRF1, belonging to class IIIb; [29]). The tomato homolog of this AP2 gene, TSRF1 has previously been shown to enhance the osmotic and drought tolerance of rice [30]. This locus was also slightly (but not significantly) induced at 3 dpi in the systemic leaf tissue. 

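At 3 dpi, LOC_Os04g18650 had 1 and 7 counts in the uninfected and 4 and 33 in the infected libraries, or 0.241 ± 0.207 and 0.673 ± 0.115 CPM (SD, n = 2 each). This was below the filter on low counts. Tested with no filter, the log2 fold change was 1.18 (SE 0.79, FDR 0.902 in the edgeR test). It lay between 0.64 and 2.55 with a library left out. The difference of its response between 3 and 7 dpi was not past the threshold either, as 0 of 78225 features passed an FDR of 0.1 in the edgeR test of the interaction between time and infection, where 3202 had an unadjusted p under 0.05 and DESeq2 also called 0.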

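The MYB gene LOC_Os08g06110, on chromosome 8 from 3365730 to 3373434 on the plus strand, had 123 ± 154 CPM in uninfected and 9.19 ± 2.25 in infected shoots at 7 dpi (SD, n = 2 each). The SD in uninfected shoots came from a difference between the replicates, which had 3411 and 270 counts, while the infected ones had 189 and 223. The log2 fold change of -3.75 (SE 1.06, FDR 0.909 in the edgeR test) became -0.67 without uninfected 7 dpi replicate 1. The ribonuclease T2 family gene LOC_Os08g33710, on chromosome 8 from 21050472 to 21052852 on the plus strand, had 1222 and 156 counts in the uninfected libraries. Its log2 fold change was -3.54 (SE 0.91), and -1.11 without that library.

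The change of 3 other genes also depended on that library. The CTP synthase gene LOC_Os05g49770, on chromosome 5 from 28551310 to 28557309 on the minus strand, overlaps LOC_Os05g49760. It had 22.6 ± 21.6 CPM in uninfected and 3.55 ± 0.587 in infected shoots, a log2 fold change of -2.67 (SE 0.67), and -1.05 without uninfected 7 dpi replicate 1. The monodehydroascorbate reductase gene LOC_Os08g44340, on chromosome 8 from 27899811 to 27903123 on the plus strand, overlaps 1 nTAR and had 29.0 ± 29.6 and 5.13 ± 0.544, or -2.49 (SE 0.72), and -0.64 without that library. LOC_Os08g33720, a lactate/malate dehydrogenase gene on chromosome 8 from 21054659 to 21057561 on the minus strand, had 74.7 ± 71.8 and 16.3 ± 2.13, or -2.19 (SE 0.65), and -0.56 without that library. In all 5 genes both infected libraries lay below both uninfected ones. All 5 passed the threshold with scaling by the total count.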

Among the most strongly repressed DEGs are (1) a MYB family transcription factor (LOC_Os08g06110; Log_2_FC = –2.799), (2) a ribonuclease T2 family domain containing protein (LOC_Os08g33710; Log_2_FC = –2.250), (3) a CTP synthase (LOC_Os05g49770; Log_2_FC = –2.149), (4) monodehydroascorbate reductase (LOC_Os08g44340; Log_2_FC = –1.734), and (5) lactate/malate dehydrogenase (LOC_Os08g33720; Log_2_FC = –1.407).

### Analysis of novel transcripts

A total number of 33,638 nTARs were detected in the analysed tissues (Table S3). 

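The deposited counts list 33273 nTARs, of which 33272 had at least 1 count and 32855 at least 10 over all libraries. A single exon was given for 98.4% of them, and no strand for 31784. Their median length was 970 bp and their median total count over the 8 libraries 159. The libraries differed in them more than in annotated loci other than transposons. From infected 3 dpi replicate 1 to replicate 2 the counts per kb rose by a factor of 9.97 in nTARs inside annotated loci, 9.30 in nTARs outside them, 9.56 in transposon loci and 3.99 in other annotated loci without the 5 most abundant ones, or 1.24 with those 5 included. Table S3 was not used here.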

A BLAST search against all ESTs from *O. sativa* resulted in 30,214 nTARs giving a significant hit (bitscore>50), while tBLASTx against all proteins of *O. sativa* resulted in significant hits for 19,735 of the nTARs, indicating that these nTARs are potential paralogues of known rice transcripts (Table S3). A Singular Enrichment analysis (FDR<0.05) of these rice transcripts revealed four enriched GO-terms of the category ‘Molecular function’: kinase activity, transferase activity, transferase activity - transferring phosphorus-containing groups and catalytic activity. A SwissProt search was done, and this was successful for 6,271 transcripts (Table S3), revealing for instance nTARs showing resemblance to protein domains annotated as xylanase inhibitor, MATE efflux family protein, histone-lysine N-methyltransferase, ribonuclease H protein, sugar transport protein, and ethylene-responsive transcription factor ABI4. A BLAST search against Trembl resulted in 16,134 hits, mainly to uncharacterized proteins from *O. sativa*.

## Discussion

Gene expression analyses investigating the plant response upon nematode attack have mainly targeted the local reaction of the plant [4], [25], [31], [32], [33]. This localized approach is most appropriate to identify responses directly regulated by nematodes, while studies using systemic tissues can provide a global view of the infection response in host plants and offer a broader perspective on plant health in the context of plant-nematode interactions.

Species within the genus *Hirschmanniella* infest 58% of the world’s rice fields, causing 25% yield losses [1]. *Hirschmanniella oryzae* is one of the few plant-parasitic nematodes that can survive in anoxic environments [34] and hence this nematode is the most common plant-parasitic nematode in rice grown under constantly flooded conditions [1]. In previous studies performed by our research group we investigated (1) the systemic transcriptional responses of selected marker genes involved in hormone related defense pathways using qRT-PCR [10] and (2) the local reaction of rice roots upon *H. oryzae* and *Meloidogyne graminicola* infection using mRNA-Seq [4], [25].

In the current study, a more general overview of the systemic responses of *H. oryzae*-infested rice plants is provided. Using mRNA-Seq we have acquired almost 100 million reads from infected and healthy rice shoot tissues (>5 M per sample), thereby obtaining count data for more than 80,000 annotated and unannotated rice transcripts. We have used a synchronized inoculation method, in which the nematodes only had a limited period (24 hours) to infect roots. This allowed a relatively uniform infection process, so that the transcript changes detected here are not compromised by continuous entry of juveniles.

### Systemic effects on defense responses

Locally, roots infected by *H. oryzae* exhibit a fast (3 dpi) and strong induction of genes involved in cell death as well as defense response pathways, like for instance the phenylpropanoid and jasmonate pathways [4]. The systemic shoot tissues also showed an induction of some defense-related genes at 3 dpi, including genes involved in jasmonate and ethylene production [10] and genes involved in flavonoid and phytoalexin biosynthesis (this study). However, at 7 dpi the expression of many of these genes were significantly downregulated or had returned to non-infected tissue level [10]. In contrast, shoot tissue of Arabidopsis plants infected with the cyst nematode *Heterodera schachtii* contained continuously higher levels of SA and JA-marker genes than corresponding control plants, from 5 till 14 dpi [8]. However, in the case of root knot nematode infection, a strong and early suppression of SA, JA, ET- biosynthesis genes, as well as PR genes has been observed already at 3 dpi [4] and 5 dpi [8], in systemic tissue of the *Meloidogyne graminicola*-rice [4] and *Meloidogyne incognita*-Arabidopsis [8] interaction, respectively. Hence, the here-observed systemic suppression of the plant defense system upon *H. oryzae* infection seems to be slower and less consistent than what was seen in systemic shoot tissues upon root knot nematode infection in rice and Arabidopsis [8].

In the current mRNA-Seq data we found two notable exceptions to this rule, since we detected a repression of the isoprenoid and shikimate pathway already at 3 dpi in the systemic tissue. The suppression of genes from the shikimate pathway could potentially deplete the pool of chorismate and prephenate available for the production of aromatic amino acids and salicylate. Aromatic amino acids are precursors for several secondary metabolites with proven roles in plant defense, like lignin, phenolics, flavonoids and salicylic acid, produced through the phenylpropanoid pathway [35]. Interestingly, we have recently discovered two candidate effectors of *H. oryzae* with homology to chorismate mutase and isochorismatase [36]. These effectors are most likely involved in the deregulation of the shikimate and subsequent phenylpropanoid pathway in the host plant. A secreted chorismate mutase from *Ustilago maydis* has for instance been demonstrated to lower the total salicylic acid content in infected leaves [37]. If and how these effectors can also affect the plant defence system in the above-ground tissue is an intriguing route for further research.

The isoprenoid pathway, which is also suppressed at 3 dpi in systemic shoots, is responsible for the production of a variety of both primary and secondary metabolites with very diverse functions, like tocopherol, carotenoids, mevalonate and provides precursors for brassinosteroid, gibberellin and chlorophyll biosynthesis [38].

Consistent with this view, genes involved in both chlorophyll biosynthesis as well as brassinosteroid biosynthesis and signalling were impaired in the systemic plant tissue. Brassinosteroids (BRs) are polyhydroxysteroids that offer a wide range of physiological activities starting from seed germination till flowering and senescence [39]. The strong suppression of this pathway as seen in the infected plants can potentially have dramatic effects on plant development. Although we did not observe significant effects on plant growth at 3 and 7 dpi, effects at later time points can certainly be expected.

In addition to their well-known role in plant development, BRs have recently been demonstrated to also play a role in plant responses to a broad spectrum of environmental stresses [40], [41]. For instance, BRI1, which was here found to be strongly repressed in the shoots of *H. oryzae* infected plants, is an important player in PAMP triggered Immunity [42].

### Systemic effects on primary metabolism

The data provided in the current study reveals a remarkable suppression of the whole basic metabolic machinery in the rice shoot. The transcriptome revealed changes in the pathways needed for production of different metabolites for plant growth and development, such as carbohydrates, lipids, proteins, and nucleic acids. Similarly, Hofmann et al. [9] showed that cyst nematode (*Heterodera schachtii*) infection was causing dramatic changes in metabolite profiles in systemic root and shoot tissues. For instance, amino acid levels decreased in shoots of cyst-nematode infected plants in comparison with control shoots, but levels of some organic acids were increased [9]. It is known that defense metabolites such as phenylpropanoid pathway products, PR-proteins, ROS and callose represent a major flow of carbon from primary metabolism into secondary metabolism [43]. Large carbon fluxes into secondary metabolism during the defense response cannot occur without influencing reactions in primary metabolism [43]. The local strong defense induction inflicted in the *H. oryzae* infected root system [10], might be responsible for a depletion of carbon and energy available for the primary metabolism of the plant shoot.

### Potential consequences for interactions with other pathogens and herbivores

In the case of root feeding by insects, a general induction of defense responses in the systemic shoot tissue has been observed [12], [44], [45]. For instance in cotton (*Gossypium herbaceum*), root-chewing by insect larvae led to increased concentrations of non-volatile terpenoid compounds in the leaves, known to deter insect feeding [12]. Recently Wondafrash et al. [15] provided a review of the systemic effects that root feeding by nematodes can have on subsequent attack by above-ground herbivores. They concluded that the effects varied depending on the feeding style of the nematode, nematode population densities and the susceptibility of the host plant, and different outcomes have been reported. For instance, soybeans with moderate and high *Heterodera glycines* infection levels supported greater *Helicoverpa zea* larval populations than observed on control or low density *H. glycines* infested plants. Nevertheless, very high *H. glycines* population densities caused severe stunting and chlorosis, reducing the suitability of these soybeans as a food source for *H. zea* larvae [46]. However, in Arabidopsis, a simultaneous inoculation with the sedentary endoparasitic nematode *H. schachtii* and the aphid *Brevicoryne brassicae* was performed [47] and no effects of the nematode infection were observed on the aphid performance at day 3. Again different, *Agrostis capillaris* and *Anthoxanthum odoratum* plants attacked by ectoparasitic and migratory endoparasitic nematodes, caused a reduced fecundity of the aphids *Rhopalosiphum padi* feeding on the shoots [48]. A lower amino acid content was observed in the phloem sap of the nematode-infected plants, and was probably one of the causes of this decreased aphid performance. Since our transcriptome data provides evidence for a reduced amino acid production in the above-ground tissues of *H. oryzae* infected rice plants, one could deduce that this tissue might be less attractive to phloem-feeding insects. Nevertheless, experimental evidence for this is currently lacking.

In conclusion, this transcriptome analysis of above-ground tissues upon rice root nematode infection unveils a major impairment of primary metabolite biosynthetic pathways in the shoots of infested plants. Biochemical investigation of chlorophyll levels in these tissues, corroborated the significant reduction of the plant’s photosynthetic capacity upon *H. oryzae* infection. Although less prominent, some subtle changes in defence-related pathways were also detected, among which mainly the isoprenoid and shikimate pathway seem to be negatively affected. If and how these changes affect the abiotic and biotic stress tolerance of the surviving rice plants remains to be further investigated.

## Supporting Information

Figure S1 **Mapman visualization of the expression profiles of genes involved in the general metabolism of the rice plant.** The visualization shows the observed differential expression patterns, based on the Log_2_ fold changes of mRNA levels, in shoots of infected versus uninfected control plants at 3 dpi (A) and 7 dpi (B). Red dots indicate that the gene is upregulated in infected plants versus the corresponding healthy control plants, while blue indicates downregulation.
(ZIP) Click here for additional data file.

Table S1 **Differentially expressed genes (FDR<0.1), when comparing systemic tissue of** ***H. oryzae*** **infected plants with uninfected plants at time point 3 dpi.** The table shows the rice locus number, the annotation (MSU7.0), the Log2 of the fold-change (FC) of infected versus uninfected shoot tissue at 3 dpi and the FDR-value. Novel transcriptionally active regions received a gene ID starting with RNSR. FDR: false discovery rate. RNSR: Root Nematode Systemic Respons.
(XLSX) Click here for additional data file.

Table S2 **Differentially expressed genes (FDR<0.1), when comparing systemic tissue of** ***H. oryzae*** **infected plants with uninfected plants at time point 7 dpi.** The table shows the rice locus number, the annotation (MSU7.0), the Log2 of the fold-change (FC) of infected versus uninfected shoot tissue at 7 dpi and the FDR-value. Novel transcriptionally active regions received a gene ID starting with RNSR. FDR: false discovery rate. RNSR: Root Nematode Systemic Respons.
(XLSX) Click here for additional data file.

Table S3 **List of putative novel transcriptionally active regions identified in the investigated rice shoot material, with their genomic location, BLASTn results against cDNA and genomic DNA of** ***Oryza sativa*** **cv. ‘Japonica’, BLASTx results against rice proteins, SwissProt/tremble.** For all analyses a bitscore cut-off of 50 was used.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

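Shoot RNA of rice was measured by mRNA-Seq in 8 libraries, 2 for each combination of uninfected or *H. oryzae*-infected roots and 3 or 7 dpi. Each library came from a pool of 6 plants. The samples were assigned to conditions from the sample labels, which match Table 2 and the methods of the paper. The age of the plants differs between these sources, 18 days in the paper and 11 in the labels.

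The authors mapped paired-end reads to MSU7.0 with TopHat, assembled unannotated regions with Cufflinks, and deposited for each annotated locus and nTAR the count of all reads on its exons with a tolerance on either side. These deposited counts are whole numbers without normalization, and the lanes of a library are already summed in them. The sources used here do not say how reads with several positions were counted, so counts of near-identical copies are uncertain. The counting is not stated to use strand, so overlapping features can share reads. All 89259 features of the table name a locus or nTAR, and each of its count columns matched a sample (columns left over, 0).

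Library totals ranged from 12346363 to 22442418 counts. After the 5 most abundant loci were set aside, between 3083625 and 17026567 remained. The 5 loci were left out only of shares and of the totals used to scale the counts for correlations. They stayed among the correlated features and in the tests. The median count of a feature was between 10 and 89 in the 8 libraries. The replicates of each condition differed by more than counting noise (chi-square per degree of freedom of 147 in infected 3 dpi replicates and between 7.83 and 12.6 in the others), so no library was taken as a copy of another.

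DEGs were tested with edgeR version 4.0.16 (glmQLFit and glmQLFTest, TMM factors, filterByExpr with default settings, Benjamini-Hochberg adjustment over annotated loci and nTARs together). The groups were 4 infected against 4 uninfected libraries for the general response at an FDR of 0.05, and 2 against 2 at an FDR of 0.1 for each time point, as in the paper. The interaction between time and infection was tested in a model over all 8 libraries. Sets of loci were tested with camera in limma version 3.58.1 on voom-weighted log2 CPM, with Benjamini-Hochberg adjustment over 15 sets. The sets were made from keywords in the descriptions of the loci, 12 for pathways that the paper names and 3 others (ribosomal proteins, proteasome and transposons). Matched lists for the sets were drawn 10000 times within 50 bins of mean expression or of counts per kb. To compare count profiles at a similar median of counts per kb over single-exon loci, the counts of infected 3 dpi replicate 2 were thinned by 100 binomial draws with a fixed seed. The fold change formula of the paper was computed as the log2 ratio of the mean normalized counts with 1 read added to each mean. R version 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

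The tests were tested on simulated data first. Negative binomial counts were drawn from the means and sizes of the real libraries, with 200 features changed by a log2 fold change of 2. The changed features had a mean of at least 50 counts. The spread was the trend at the expression level, the same in all libraries, so a single deviating library was not simulated. For the sets, 3 sets shifted by -1 were all recovered in each comparison, with 0 other sets past the threshold. The features were drawn independently of each other, so these draws do not test for false calls that come from correlation between genes.

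The alternatives were RLE, upper-quartile and total-count scaling, DESeq2 version 1.42.0 and limma-voom, no filter and a mean of at least 50 counts, annotated loci only, each library left out, a replicate block, the time point as a covariate, a spread shared over all 8 libraries, other pseudocounts for the formula, and fry, an estimated correlation and a Wilcoxon rank-sum test for the sets. These, the tests and the sets of loci were fixed before the data were examined. Subtraction of the evenly spread reads, their share as a covariate, the light reaction set without plastocyanin-like loci and the set test of the interaction were added after seeing the data.

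The genes named in the text are every locus that the results of the paper name, the 16 loci of Table 1, and in each comparison the 3 features with the largest change in each direction among those past the threshold and changed the same way in every infected library. As no feature passed the threshold, the last part named none. The values of the paper for its own genes had been read when this rule was written. The 5 most abundant loci were picked after their values were seen, and the GIGANTEA locus was added for a test after the values of the MYB gene were seen.

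Left out were baySeq, which is not installed here, the GO and PAGE analyses and the MapMan bins, for which no annotation was used here, and the qRT-PCR, chlorophyll and plant length measurements. Table S3 was read only in part and was not used.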

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

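Of the tests in this part, those of the flat count profile, of the depth of infected 3 dpi replicate 2 and of its thinned counts, of the background share as a covariate and of the interaction for sets of loci were chosen only after the results were seen.

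Among the 4 infected libraries, infected 3 dpi replicate 1 stood apart from the other 3 in the share of features detected (86.3%, others 99.1% to 99.5%), in the share of the counts outside the 5 most abundant loci that was attributed to evenly spread reads (10.9%, others 24.9% to 27.4%) and in the mean log2 CPM of the transposon loci (2.02, others 2.32 to 2.36). The gap was compared with the range of the group by Dixon's ratio in 54 groups of 4 libraries, and 4 groups exceeded its critical value, where chance gives about 1 in 20. The 3 measures all rise with evenly spread reads, so they are not independent of each other. The uninfected libraries of the same day had 92.4% and 96.7% of the features detected, 11.2% and 16.0% of evenly spread reads and a transposon mean of 1.98 and 2.05. Infected 3 dpi replicate 1 lay below both in the first 2 measures and between them in the third. An exchange of labels between infected and uninfected shoots of 3 dpi would need an uninfected library of that day with high values, and there was none. Uninfected 7 dpi replicate 2 did have high values (98.8% of the features detected, 23.0% of evenly spread reads and a transposon mean of 2.36), so an exchange across the days stays open, as does a wrong label of this library alone. Neither was tested.

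The library that differs from all others of 3 dpi in these measures is infected 3 dpi replicate 2. Over the 6091 annotated loci with a single exon that are not transposons, its count profile was flat, with a ratio of the 75th to the 25th percentile of counts per kb of 1.64, against 4.05 in infected 3 dpi replicate 1, 3.64 and 2.90 in the uninfected shoots of that day, 2.31 and 1.96 in those of 7 dpi, and 1.78 and 1.92 in the infected shoots of 7 dpi. Counting noise widens this ratio where counts are few, and the median counts per kb were 6.72 in infected 3 dpi replicate 1 and 63.5 in infected 3 dpi replicate 2. A lower depth would widen the ratio, so it is no candidate for a flat profile. The total count of infected 3 dpi replicate 2, 22442418, was also the highest of the 8. Higher depth was tested by thinning its counts at random to about the median counts per kb of infected 3 dpi replicate 1 (6.50 after thinning), and the ratio was then 2.41 (2.35 to 2.52 over 100 draws), still below 4.05. Lower counting noise at the median count of these loci is therefore excluded as the whole cause of the difference between these libraries. A candidate explanation is evenly spread reads, for example from genomic DNA, with which the flat profile is consistent.

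The same library had counts on most of the features without any in the uninfected 3 dpi libraries. Of these 1627 features 91.3% were detected, against 94.2% for reads placed at random (difference -2.92 percentage points), but this share is near saturation, and the test does not decide on evenly spread reads. Unspliced transcripts of annotated loci would raise the nTARs inside annotated loci more than the others. These rose 1.07 times as much as nTARs outside annotated loci, which argues against such transcripts as the source of these counts. A link with the infection stays open, as the share of evenly spread reads was 22.6 ± 7.89% in infected and 17.0 ± 4.84% in uninfected shoots (SD, n = 4 each, exact two-sided permutation test, p = 0.314 over 70 arrangements).

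For the cupin domain gene LOC_Os03g58990, uninfected 3 dpi replicate 1 had 0 CPM, and the other uninfected libraries had 0.295 to 0.355. The counts behind these values were 4, 7 and 8, so the gap rests on few reads. No technical or biological explanation was tested for it.

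Transposon loci, which the paper does not discuss as a group, were higher in infected shoots at 3 dpi, with a mean log2 fold change of 0.24 over 13765 loci (camera, FDR 7.79e-12). Relative to all other features the difference was 0.50, and 0.21 without infected 3 dpi replicate 2. The call was not kept in fry (FDR 0.529) or with the correlation estimated from the data (FDR 0.580). In the general response the difference relative to other features was 0.28, and with the share of evenly spread reads as a covariate it was no longer past the threshold (FDR 0.124). Evenly spread reads are a candidate explanation, given the flat profile of infected 3 dpi replicate 2 (1.64) and the rise of nTARs and transposon loci together in that library. Subtraction of the estimated reads did not remove the difference (0.82 at 3 dpi). The subtraction scaled with the summed exon length, which exceeds the span of some loci. It is 9950 bp for LOC_Os08g33720, which lies from 21054659 to 21057561 on chromosome 8. The subtraction can take too much from such loci, so this test leaves the question open. A higher expression of transposons upon infection stays untested against this.

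All 12 sets for pathways that the paper names differed in their fold change between 3 and 7 dpi in the camera test of the interaction, being lower relative to other features at 3 dpi than at 7 dpi. None of the 12 held in fry (FDR 0.327 to 0.349) or with an estimated correlation (FDR 0.375 to 0.392), and in the edgeR test of single features 0 passed the threshold, with 3202 at an unadjusted p under 0.05 and 0 in DESeq2. The difference may come from infected 3 dpi replicate 2 in part, since 7 of the 12 sets at 3 dpi were called without that library. A biological difference between the time points stays open.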

How the results depend on the processing

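The tests with subtracted background reads, with the background share as a covariate, without plastocyanin-like loci and of the interaction for sets of loci were chosen only after the results were seen. The cause of the changes below was not tested unless one is named.

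The count of DEGs in the general response was 0 in the edgeR test and moved to 1 with scaling by the total count (LOC_Os08g06110) and to 16 in DESeq2, with 2047 and 7938 features at an unadjusted p under 0.05. It was 0 with each library left out in turn. At 3 dpi DESeq2 gave 87. Leaving out each library gave between 0 and 19441, the highest without infected 3 dpi replicate 1, and 763 without replicate 2. At 7 dpi scaling by the total count gave 272 and DESeq2 270, and the range with a library left out was 0 to 6334, with 6334 without uninfected 7 dpi replicate 2 and 53 without replicate 1. For the interaction the range was 0 to 12041, the highest without infected 3 dpi replicate 1, with 11 without infected 3 dpi replicate 2. RLE factors, upper-quartile factors, limma-voom, no filter, a mean of at least 50 counts, annotated loci only and the subtraction of background reads gave 0 in the general response, at 3 dpi and at 7 dpi, with between 1972 and 9107 features at an unadjusted p under 0.05. For the interaction RLE factors and no filter also gave 0, with 3174 and 3585. The time point as a covariate and the background share as a covariate also gave 0 in the general response, as did a spread shared over all 8 libraries at both time points. The depth outside the 5 most abundant loci, as low as 3083625 counts in infected 3 dpi replicate 1, limits which features have enough counts to be tested, 64859 at 3 dpi against 77122 at 7 dpi.

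The replicate block was tried because the libraries share replicate numbers. The deviations of libraries with the same number correlated at 0.324 at 3 dpi and -0.298 at 7 dpi across features, and nothing in the paper or the labels ties a number to a shared batch, so the numbers do not pair the samples. With the replicate block 0 features were called in edgeR, with 5397, 3398 and 2419 at an unadjusted p under 0.05 in the general response, at 3 dpi and at 7 dpi and 2662 for the interaction, and 12 sets were called in each of the 3 comparisons. The numbers in the sample titles differ from the replicate numbers in 4 of the 8 libraries and share only 1 number per time point. A block by them with the time point gave 0 calls in the general response, with 13715 at an unadjusted p under 0.05.

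The share of lower features at an unadjusted p under 0.05 was 65.6% in the general response, 58.9% at 3 dpi and 71.5% at 7 dpi with TMM factors, and 67.0%, 68.0% and 72.7% with RLE factors. With upper-quartile factors it was 47.38% in the general response, 46.31% at 3 dpi and 64.14% at 7 dpi. With the total count it was 96.58%, 100% and 37.51%. The majority was also reversed at 3 dpi with a mean of at least 50 counts (41.94%) and with background reads subtracted (48.52%), and at 7 dpi with the spread shared over all 8 libraries (32.81%). With a library left out it lay between 46.9% (without uninfected 3 dpi replicate 1) and 81.2% (without infected 3 dpi replicate 1) in the general response, between 50.2% (without uninfected 3 dpi replicate 2) and 80.7% (without infected 3 dpi replicate 1) at 3 dpi, and between 45.8% (without infected 7 dpi replicate 1) and 78.3% (without uninfected 7 dpi replicate 2) at 7 dpi. With upper-quartile factors the median log2 fold change of all features moved up to 0.22 and 0.36 in the first 2 comparisons, which goes with the smaller share. The same holds for the total count at 7 dpi (0.23). In the general response and at 3 dpi the total count moved the median up to 0.43 and 0.71, yet the share of lower features rose.

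At an unadjusted p under 0.05, 52, 197 and 26 features of Table 3, Table S1 and Table S2 were found, against 0 past the threshold. The rank correlation of the fold changes at 3 and 7 dpi was 0.407, 0.4853 with annotated loci only and 0.5073 with a mean of at least 50 counts.

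The 12 sets called by camera were 0 under fry and 0 with the estimated correlation, each time in the general response, at 3 dpi and at 7 dpi. With a library left out the count was 7 to 12 at 3 dpi, the lowest without infected 3 dpi replicate 2, and 9 to 12 at 7 dpi. The background share as a covariate left 8 in the general response. Subtracting background reads or leaving out plastocyanin-like loci left 12 in each comparison. The subtraction can be too large for loci whose summed exon length exceeds their span, so it does not exclude background reads. Some sets changed direction relative to other features. At 3 dpi, without infected 3 dpi replicate 2, these were ATP synthesis (range with a library left out -1.76 to 0.0573), isoprenoids (-0.78 to 0.1428) and brassinosteroid (-1.10 to 0.0403). At 7 dpi, without uninfected 7 dpi replicate 1, they were fatty acid synthesis and elongation (-0.45 to 0.0111) and transposons (-0.045 to 0.0976). Of the other results for single sets, 274 were on the same side of the threshold and in the same direction, 97 were weaker and 4 stronger. With a library left out these numbers were 225, 9 and 1.

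Of the named genes, LOC_Os03g04920 changed direction without infected 3 dpi replicate 2 (range with a library left out -2.44 to 0.0156), and so did LOC_Os10g40570 (-3.40 to 0.1371). For LOC_Os05g35290, 3 dpi, the direction changed with RLE factors (-0.0002), with the total count (-0.4012), with the replicate block (-0.5439) and without infected 3 dpi replicate 1 or uninfected 3 dpi replicate 2 (-2.0769 to 0.923 with a library left out). This gene was called only without infected 3 dpi replicate 1. The other results of named genes kept their direction. Among these, 137 were on the same side of the threshold and 10 were past it only in the alternative (3 in DESeq2 at 3 dpi and 7 with the total count at 7 dpi). With a library left out, 102 were on the same side and 26 were past it only then.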

Differences from the paper's values

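The tests named in this part that were chosen only after the values were seen are the sums of Table 2 without a library, the comparison of Table S2 with fold changes over all 8 libraries and the count of induced nTARs in Table S1.

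The paper reports for the general response 52 annotated DEGs, of which 31 were induced, and 12 nTARs. Here these counts were 0, 0 and 0 in edgeR (5514 features at an unadjusted p under 0.05, 16 in DESeq2 and 0 in limma-voom). For 3 dpi the paper reports 195 annotated DEGs, with 169 repressed and 26 induced, and 25 nTARs. All of these were 0 here (2759 features at an unadjusted p under 0.05, 87 in DESeq2 and 0 in limma-voom). For 7 dpi it reports 17 annotated DEGs, with 11 repressed and 6 induced, and 10 nTARs, again against 0 (4033 at an unadjusted p under 0.05, 270 in DESeq2 and 0 in limma-voom). Among the alternatives set before the data were examined, only the DESeq2 count of nTARs at 7 dpi, 12, came within the limits of the paper's count. None of the other compared counts did. Repressed and induced DEGs were not compared separately in most settings that called features. The paper used baySeq for its calls, which was not run here.

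Some settings called features that the paper calls. Fits that left 1 library in a group took their spread from the other group alone. DESeq2 called 11 features of Table 3, 70 of Table S1 and 0 of Table S2. Scaling by the total count called 18 of the 26 tested features of Table S2. Without infected 3 dpi replicate 1, 217 of 219 tested features of Table S1 were called, and without infected 3 dpi replicate 2, 75 of 196. Without uninfected 7 dpi replicate 2, 19 of 26 tested features of Table S2 were called.

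Of the named genes with a log2 fold change in Table S2, 4 differed with the formula of the paper by more than the standard error of the edgeR log2 fold change, which was the limit for these values. For LOC_Os01g42190 the paper's value is 0.528496 and the value here 1.09. No alternative set before the data were examined came within the limits of the paper's value. For LOC_Os08g33710 the paper's value is -2.25033 and the value here -3.53, again with no such alternative. For LOC_Os08g33720 the paper gives -1.40686 against -2.19 here, and only scaling by the total count came within the limits (-1.87). For LOC_Os08g44340 the paper gives -1.73413 against -2.49 here, and a pseudocount of 5 (-2.44), the total count (-2.15) and the fit without infected 7 dpi replicate 1 (-2.39) came within the limits, while the other alternatives did not. The formula applied to all 8 libraries, a comparison chosen after seeing the values, gave 0.42, -2.14, -1.35 and -1.69 for these 4 genes in the same order. The other 3 were within their standard error, which was wide. LOC_Os08g06110 has -2.79949 in the paper and -3.74 here (SE 1.06), LOC_Os05g49770 has -2.14903 and -2.66 (SE 0.67), and LOC_Os04g18650 has 1.65208 and 2.08 (SE 0.47).

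The paper reports 12 induced nTARs at 3 dpi, and Table S1 lists 5. The alternatives have no bearing on this count.

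The values that follow were not more than 1.5 times apart, which was the limit for counts and sums. The paper's 89246 detected transcripts compare with 89245 here, and its 33638 detected nTARs with 33272. The Table 2 values of the 4 infected libraries sum to 49686914 read pairs and 40914547 unique reads, where the sums printed in the table are 38867653 and 32424981. The printed sums equal those of the other 3 libraries without infected 3 dpi replicate 1, a comparison chosen after seeing the values. For Table 1 the paper counts 14 of the 16 expression profiles as borne out by qRT-PCR, without giving a criterion. By direction alone, the ratios printed in the table go the same way in both methods for 14 genes, and with the ratios computed here for 13. LOC_Os05g35290, which the paper gives as lower in both methods, had a ratio of 1.04 here. 

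LOC_Os01g42310, picked because of its value, is listed in Table S2 as higher, and its log2 fold change over the 4 libraries of 7 dpi was -2.14. With the formula of the paper over all 8 libraries it was 0.28, and all 27 features of the table then had the sign that the table gives.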

Other observations

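The tests of the values of Table S2, of the features of Table S1 and Table S2 without a library, of the sets within the matched lists, of the sets with the background share as a covariate and of the split that follows the background share were chosen only after the results were seen.

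The log2 fold changes printed in Table S2, whose heading names 7 dpi, were compared with those from the formula of the paper. Over the 27 features the median absolute difference was 0.105 from the fold changes over all 8 libraries (r 0.999 across features) and 0.800 from those of the 4 libraries of 7 dpi (r 0.944). For Table S1 the difference was 0.0755 with the 4 libraries of 3 dpi. The values are consistent with Table S2 holding fold changes over both time points. Table S1 has a column without explanation, whose header is the name of a library of 7 dpi. Its values correlated at 1.00 with the counts of infected 7 dpi replicate 2, and their median ratio to them was 0.641.

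Leaving out the library with the largest deviation left the direction of the lists as it was. The features that Table S1 calls lower had a median log2 fold change of -1.44 without infected 3 dpi replicate 2, and those that it calls higher one of 2.36. The features that Table S2 calls lower had a median of -0.82 without uninfected 7 dpi replicate 1. These values do not decide whether the lists depend on 1 library, because the lists were chosen on the same libraries.

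Fold changes at 3 dpi fell with the expression level in infected 3 dpi replicate 2 (Spearman correlation across 41291 features -0.132), while in infected 3 dpi replicate 1 the value was -0.0133. At 7 dpi the values were -0.388 and -0.264 over 51813 features, and the uninfected replicates of that day differed from each other by 0.365. The trend at 3 dpi is consistent with that library alone as its source. Features are not independent replicates, so no test was made on these correlations.

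For the sets lower at 3 dpi, infected 3 dpi replicate 2 may account for a part, as 7 of 12 were called without it. Matched random lists (10000 for each set) bear on other explanations. They describe these libraries and leave out the correlation between the genes of a set. They use every library of a comparison, so they do not test a single library as the source. At 7 dpi uninfected replicate 1 had the highest mean log2 CPM in each of the 12 sets, so it may account for a part there. For tetrapyrrole synthesis it had 3.93, against 3.09 in uninfected replicate 2 and 2.79 and 3.14 in infected shoots. If the expression level of the members were the cause, lists of the same level would be as low. Of the 12 sets, 8 in the general response, 6 at 3 dpi and 9 at 7 dpi lay below the central 95% of lists matched on expression level. Matched on counts per kb, on which a dilution by evenly spread reads depends, 10, 8 and 9 sets lay below it. This argues against the expression level as the whole cause for the 8 and the 9 sets, while the 6 of 12 at 3 dpi do not decide. It argues in the same way against the dilution, except in the general response for the light reaction and ATP synthesis. These 2 sets were no longer called with the share of evenly spread reads as a covariate (FDR 0.0922 and 0.311), so the dilution stays open for them.

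The remaining sets lay within the lists, and for them the expression level or the dilution cannot be told apart from a change of the pathways. For the expression level these were 4 sets in the general response (light reaction, ATP synthesis, isoprenoids and brassinosteroid), 6 at 3 dpi (the same 4 with cell wall precursor synthesis and shikimate) and 3 at 7 dpi (nucleotide metabolism, isoprenoids and brassinosteroid). For the counts per kb they were 2 in the general response (isoprenoids and brassinosteroid), 4 at 3 dpi (the same 2 with ATP synthesis and cell wall precursor synthesis) and 3 at 7 dpi (nucleotide metabolism, isoprenoids and brassinosteroid). The infection itself stays open for all 3 comparisons.

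The 8 libraries can be split into groups of 4 in 35 ways. As many features at an unadjusted p under 0.05 as in the split by infection (5514) were found in 6 of the 35 splits, so chance is not excluded for this number. Those with 24216, 12989, 10518 and 15459 grouped both uninfected libraries of 3 dpi with infected 3 dpi replicate 1. They therefore also carry the difference between the days. Among the splits with the days balanced, only that of both uninfected libraries of 3 dpi, uninfected 7 dpi replicate 1 and infected 7 dpi replicate 2 also had as many (6933). As many sets past the threshold in 1 direction (12) were found in 14 of the 35 splits, so chance is not excluded for them either. The split of both uninfected libraries of 3 dpi, infected 3 dpi replicate 1 and uninfected 7 dpi replicate 1 against the other 4 gave 24216 features at an unadjusted p under 0.05 and 14822 past an FDR of 0.05. It follows the order of the share of evenly spread reads, with 10.9% to 17.8% in the first and 23.0% to 27.4% in the second group. With that share as a covariate, 8 of the 12 sets were called for infection and 0 DEGs in edgeR, with 3554 features at an unadjusted p under 0.05.

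Uninfected 7 dpi replicate 1 had 16.0 times the CPM of the MYB gene LOC_Os08g06110 found in replicate 2. A different time of day at sampling was tested on the GIGANTEA gene LOC_Os01g08700, a gene of the circadian clock, and its ratio was 1.56. This does not decide, since a single gene of the clock can have the same level at different times and also differed between the infected 7 dpi replicates (48.4 and 102 CPM), so a different time of day stays open. No biological explanation was tested. In infected 3 dpi replicate 2 LOC_Os01g08700 had 4.18 CPM, against 177 to 243 in the other libraries of that day, and this value was noticed only afterwards.

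The response at 3 and 7 dpi was compared over the 64815 features tested at both. The rank correlation of the fold changes across features was 0.407, and 63.9% had the same sign. Of the 197 features of Table S1 tested at both, 86.3% had the same sign at 7 dpi, with 89.0% of those called lower and 53.3% of those called higher. The libraries of the 2 time points are separate, so the comparison shares no controls.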
